A study of Mus musculus with 8 samples. Its data were reported in "In vivo genome-wide analysis of multiple tissues identifies gene regulatory networks, novel functions and downstream regulatory genes for Bapx1 and its co-regulation with Sox9 in the mammalian vertebral column" (2014).

How the data were processed

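Total RNA of sorted EGFP-positive cells from the vertebral column of E12.5 mouse embryos was measured on 8 Illumina WG-6 arrays, 4 from embryos with functional Sox9 (WT) and 4 from chimaeric embryos whose sorted cells lacked it (HOMO). The labels and the study's methods name different versions of the array, so whether these arrays are the ones the study reports is open. Per the labels, EGFP was placed behind intact Sox9 in WT and replaced Sox9 in HOMO. The deposited non-normalized table, made by the authors with GenomeStudio (no version is stated), holds a background-subtracted intensity for each probe and array, which can be negative. Beside each intensity the authors deposited a detection p-value column, whose values run from 0 for dim to 1 for bright probes and so were read as 1 minus a detection p. The authors' deposited normalized table holds log2 values. Recomputing it showed intensities raised to at least 1, taken to log2 and centred on the array median, up to 1 constant per probe.

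Intensities were background-corrected with normexp from the detection values, given an offset of 16, quantile-normalized and taken to log2 with limma 3.58.1 in R 4.3.3. Tables were read and figures drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. Probes with a detection value above 0.95 (detection p below 0.05) on at least 3 of the 8 arrays were kept, whatever the group, and 3 control probes were left out, which gave 21002 probes. Genotype was tested with limma (lmFit and eBayes, two-sided) and the Benjamini-Hochberg procedure over all kept probes. A probe was called at an adjusted p of at most 0.05, and counts are also given for calls with a fold change of at least 1.5. All log2 differences are HOMO minus WT. The number of arrays limits the precision of each value.

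A probe that was not detected on any array of a group has no measured level there. Its fold is given as a bound, "at least N-fold", computed against the lowest normalized level of any detected probe on each of those arrays, and no fold is given where that bound does not exceed 1. These bounds hold on the quantile-normalized scale. Named genes not detected in WT are given no bound, since their higher normalized level in HOMO can go with a lower intensity. This lowest level averaged 4.76 on the WT and 7.09 on the HOMO arrays. A gene said to fall without a fold bound had a WT level no higher than this level in HOMO. It could go undetected there even if unchanged, so its fall was not measured. A probe below this level in WT that was detected on every HOMO array comes out higher by construction.

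Most probes carry cluster names without a gene. Zero-padded numbers in the probe names were read as NCBI gene identifiers, since 76.3% to 95.8% of such numbers in 5 ranges were mouse gene identifiers, where 1.78% to 44.8% of all numbers in those ranges are. The highest share was in the smallest range, of 353 probes. Names were found for 5611 kept probes of 4894 genes. Sox9 and Nkx3-2 had no named probe, so they are not analysed here, and no genome coordinates are used.

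Named genes followed a rule set before the data were examined. It took the 8 genes with the largest fold up and the 8 with the largest fold down among called probes whose HOMO arrays lay all above or all below the WT arrays and whose mean level exceeded the median of the kept probes. It also took up to 4 genes with the smallest p of each gene list, and every kept gene of the cartilage matrix, study text and sex-linked lists. The lists, fixed at the same time, covered cartilage matrix, chondrogenic and sclerotome transcription factors, hypertrophic and osteogenic genes, matrix proteases, endothelial markers, angiogenic factors, macrophages and leukocytes, erythroid cells, platelets, neural progenitors, neurons, neural crest and glia, notochord, skeletal muscle, tendon and connective tissue, hepatic and endodermal genes, cell cycle, p53 and apoptosis, stress and dissociation, hypoxia and glycolysis, Wnt targets, hedgehog targets, anterior and posterior Hox genes, sex-linked genes, ribosomal proteins, and 3 lists of genes the study text names. The macrophage, erythroid, platelet, hepatic and sex-linked lists were written after the study's own list of changed genes had been read. Each gene was represented by its brightest kept probe. The 23 lists with at least 3 kept genes were tested with camera at a preset correlation of 0.01 and at an estimated one, and with fry. Fry asks whether a list's genes are shifted on average and does not compare them with other genes. List medians were also set against 10000 random lists whose genes were drawn from the 100 genes nearest in WT level to each member. That comparison was added after the arrays had been seen.

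The procedure was tested on simulated data before it was applied. Of 50 probes changed by each fold, 8% were recovered at 1.5-fold, 36% at 2-fold, 66% at 4-fold and 92% at 8-fold, and 7 of 20802 unchanged probes were called. The simulated values were already normalized, with a common mean per probe for both groups and no dim arrays. These rates therefore do not cover calls that arise from the low signal of the HOMO arrays. A neuron list shifted by 1 on the log2 scale was called at an adjusted p of 1.37e-17, together with 1 other list, and 0 lists were called without a shift. As written that other list shares 4 genes with the neuron list, of which Gata3 and Dcx were kept. Alternatives were median centring, the authors' normalized values from both deposited tables, no normexp step, no filter, a detection p below 0.01 on at least 4 arrays, a filter above the 20th percentile on every array, the methods' analysis of variance, a variance trend with robust eBayes, array weights, a replicate block, the mean of a gene's probes, and leaving out each array. Further alternatives were chosen after seeing the data. They were probes detected on all 8 arrays, the same probes centred on their median, scaling over the kept probes, leaving out the 2 dimmest HOMO arrays, and bounds in place of fitted differences. BeadChip membership is not given in the files used here, so no fit with it as a block was run. Where an alternative shifted the median of all probes, gene and list differences are given relative to that shift, unless said otherwise.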

Results

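The series measured transcripts of sorted Sox9-lineage cells from the E12.5 vertebral column, in 4 WT and 4 HOMO arrays. The arrays differed in overall signal. Mean intensity was 328.9 ± 33.1 (SD, n = 4) on the WT arrays and 7.88 ± 2.43 (SD, n = 4) on the HOMO arrays, a 41.7-fold difference. The detected share of the 46643 probes was 44.8% ± 0.85 (SD, n = 4) in WT and 18.3% ± 2.22 (SD, n = 4) in HOMO. Each HOMO array was dimmer than each WT array, so signal and genotype cannot be separated by design. Only the HOMO cells are described as coming from chimaeric embryos, so that origin cannot be separated from genotype either. Across the kept probes, arrays of the WT group correlated at 0.978 to 0.995, HOMO arrays at 0.88 to 0.944, and arrays of different groups at 0.421 to 0.636, where probes are not independent replicates.

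**Figure D1:**
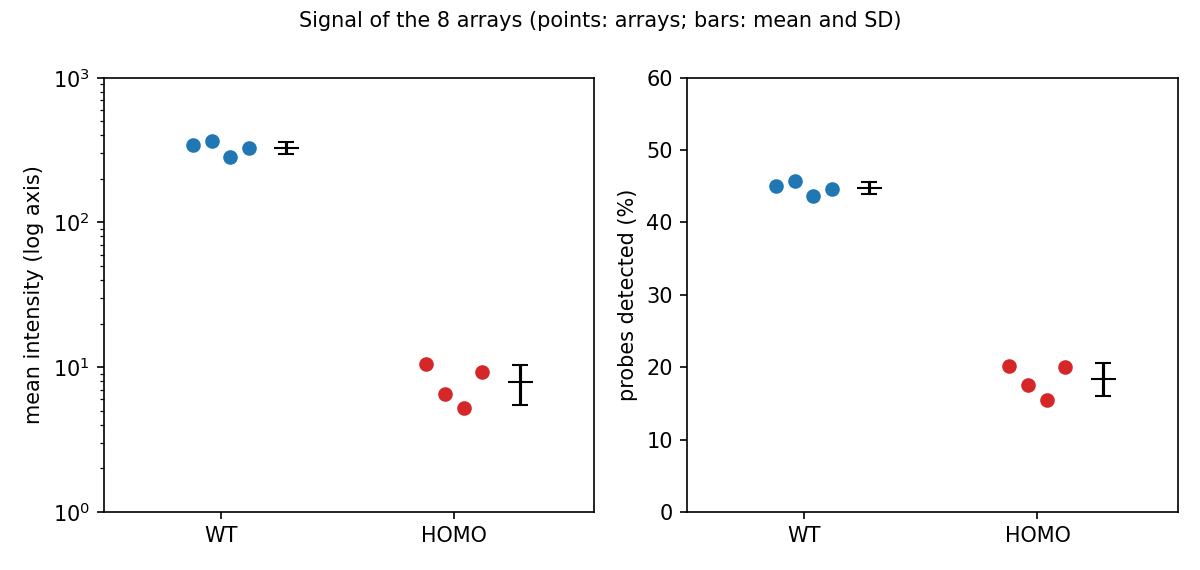
Mean intensity on a log axis (left) and percent of probes detected (right) for each of the 8 arrays, with the mean and SD of each group beside the points. The HOMO arrays lie at 5.21 to 10.5 in mean intensity and the WT arrays at 285.2 to 364.2.

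The comparison of HOMO with WT cells asked which transcripts depend on Sox9, the transcription factor that directs cartilage formation. Genes of the cartilage matrix were lower in HOMO. Col2a1, the main collagen of cartilage, fell from a level of 12.03 ± 0.36 to 9.97 ± 0.54 (log2, SD, n = 4), a log2 difference of -2.06 (SE 0.30, adjusted p = 2.91e-04, limma), and lay lower on each HOMO array than on any WT array. Col9a1, a collagen on the surface of type II fibrils, fell by 4.37 (SE 0.80, adjusted p = 0.00123), and fell by 3.45 without HOMO replicate 2, the HOMO array on which it was not detected. Wwp2, a ubiquitin ligase gene, fell by 1.41 (SE 0.23, adjusted p = 5.74e-04). Col9a2 was at least 5.15-fold lower and Mia, a secreted cartilage protein, at least 5.67-fold lower, since neither was detected on any HOMO array.

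Of the 10 cartilage matrix genes measured, 7 fell, 1 rose and 2 did not pass the test, and the counts were the same when adjusted over the list alone. Of all 4894 named genes, 2385 were called lower and 1131 higher, the background for the counts of this and every other list. Col27a1 was at least 1.23-fold lower in HOMO. Papss2, which makes the sulfate donor for proteoglycans, fell without a fold bound. Hspg2, a basement membrane proteoglycan, rose by 0.88 (SE 0.30, adjusted p = 0.0254). Relative to the median shift of all probes, its difference was -2.03 with median centring and -0.04 in the authors' normalized values. In the authors' normalized values themselves it was called lower (-1.31). Leaving out any of 5 arrays (WT replicates 1 and 2 and HOMO replicates 1, 2 and 4) ended the Hspg2 call at differences of 0.72 to 0.89. The difference of Fgfr3 (0.47, adjusted p = 0.239) did not pass, and without HOMO replicate 4 it did (0.86, adjusted p = 0.017). Col11a1 did not pass either (fitted difference 0.46, adjusted p = 0.385). It was not detected on any HOMO array, so its level there was not measured. The list had a median log2 difference of -2.14, or -0.85 with its 5 genes that were undetected in HOMO at their bound. Camera did not call the list (adjusted p = 0.442, and adjusted p = 0.756 with an estimated correlation), whereas fry did (adjusted p = 7.76e-05). Its median lay at the 0.5th percentile of lists matched on WT level (permutation p = 0.0094 over random matched lists, two-sided, and 0.108 after adjustment over 23 lists).

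**Figure D2:**
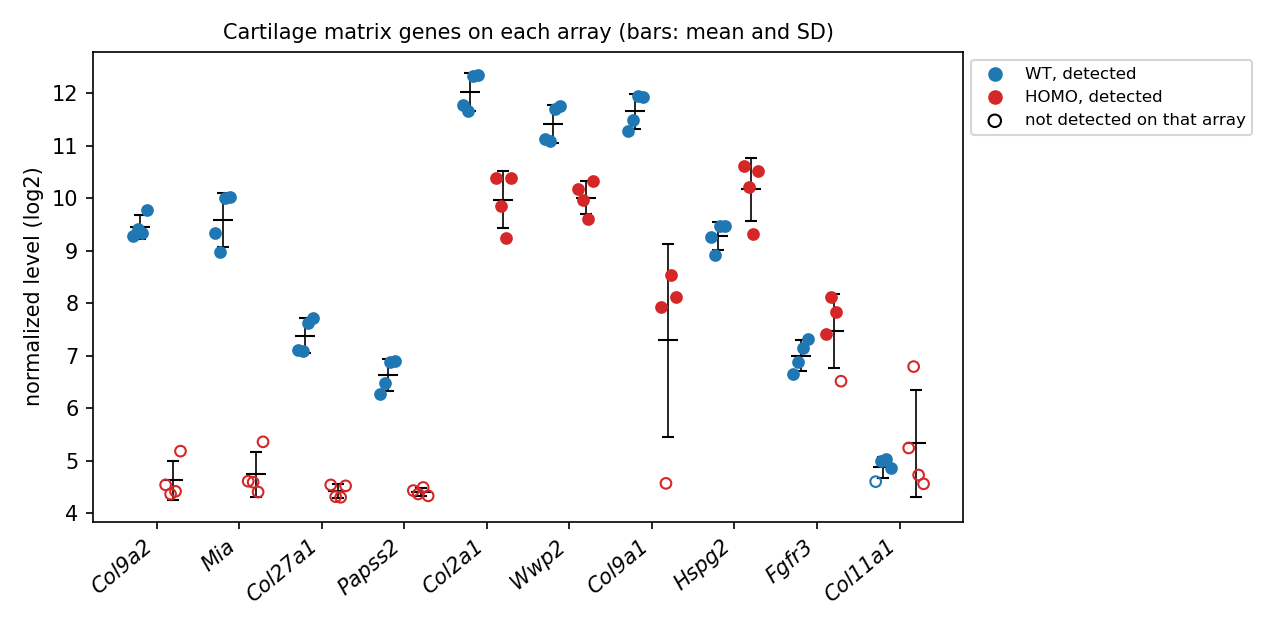
Normalized log2 level of the 10 cartilage matrix genes on each array, with filled points for detected and open points for undetected probes, and bars for the mean and SD of each group. Col2a1 lies at 12.03 in WT and 9.97 in HOMO, and Col9a2, Mia, Col27a1, Papss2 and Col11a1 show open points on all HOMO arrays.

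Transcription factors of chondrogenesis and the sclerotome moved in both directions. Sox6, a partner of Sox9 in cartilage, rose by 2.57 (SE 0.26, adjusted p = 3.22e-05), while Sox5, its close relative, fell by 1.06 (SE 0.24, adjusted p = 0.00406). The WT level of Sox6 (5.66) lay below the lowest detected level in HOMO (7.09). Sox6 was detected on every HOMO array, so its rise follows by construction. With median centring Sox6 was 0.82 higher relative to the median shift of all probes and, without taking off that shift of -1.70, was called lower (-0.88). Pax1, a sclerotome factor, rose by 1.81 (SE 0.15, adjusted p = 8.61e-06), although its difference relative to all probes was -1.26 with median centring and it was not called in the authors' normalized values themselves (-0.19). Prrx1, a factor of limb and axial mesenchyme, was at least 1.47-fold lower, and Tbx18 fell without a fold bound. Of 9 genes, 3 rose, 3 fell and 3 did not pass, with the same counts adjusted over the list alone. Camera gave an adjusted p of 0.457 and fry 0.0181, upward, and the list's median of 0.12 turned to -1.63 with median centring and -0.81 in the authors' normalized values.

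Hypertrophic and osteogenic genes were 2 higher, 3 lower and 2 not called of 7 measured. Mef2c, a regulator of chondrocyte hypertrophy, rose by 1.08 (adjusted p = 2.66e-04) and turned to -1.48 with median centring. Col1a2, detected on 2 of 4 HOMO arrays, fell by 3.04 (adjusted p = 0.0014), and Spp1 and Alpl, both of mineralizing tissue, fell without a fold bound, with Alpl turning to 0.41 under median centring. The list's median was 0.00 and its mean -0.36, camera leaned upward (adjusted p = 0.69) and fry downward (adjusted p = 0.0244). Among 7 matrix proteases, 1 rose and 5 fell. Adam12 rose by 1.92 (adjusted p = 1.20e-05), although on the median-centred scale itself it was called lower (-1.40), and Adamts5, Adamts1 and Adamts2 fell without fold bounds. Camera gave an adjusted p of 0.457 for the proteases and fry 7.76e-05, downward. The protease median was -1.41, or 0.00 with the 5 genes that were undetected in HOMO at their bound.

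Tendon and connective tissue genes were 5 higher and 1 lower of 8 measured, with a median of 0.56 and a mean of -0.36. Scx, a tendon progenitor factor, rose by 1.36 (SE 0.24, adjusted p = 9e-04), and Col5a1 rose by 0.61 (adjusted p = 0.0172). Relative to the median shift of all probes, both turned with median centring, to -1.67 and -2.48, and Col5a1 also in the authors' normalized values, to -0.16. In the authors' normalized values themselves both were called lower (-0.94 and -1.43). The list's median, at the 99.5th percentile of matched lists (0.108 after adjustment), turned to -2.52 and -0.29 in these settings. Col3a1, a fibrillar collagen of soft tissue, was at least 12.48-fold lower. Camera leaned upward (adjusted p = 0.442) and fry downward (adjusted p = 0.857).

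Genes of neurons were lower in HOMO. Of 16 neuron genes, 13 fell and 2 rose. Lhx5 was at least 1.83-fold lower, Nefm, a neurofilament gene, at least 1.62-fold, and Gata3 at least 1.28-fold. Snap25, a synaptic protein gene detected on 2 of 4 WT arrays, rose by 4.05 (adjusted p = 1.31e-06) at an intensity before normalization of 19.85 in WT and 18.1 in HOMO. The WT arrays differed among themselves, since the mean level of the neuron genes was 7.90 and 8.30 on WT replicates 1 and 2, 7.21 and 7.16 on WT replicates 3 and 4, and 5.78 to 6.12 on the HOMO arrays, while that of the cartilage matrix genes was 8.67 and 8.70, 9.15 and 9.21, and 6.69 to 6.99. The neuron list had a median of -2.06, or -0.69 with its 8 genes that were undetected in HOMO at their bound. The median of -2.06 lay at the 1.4th percentile of matched lists (0.129 after adjustment). The list had an adjusted p of 0.442 by camera, 0.756 with an estimated correlation, and 0.00284 by fry. Of 7 neural progenitor genes, 6 fell and 1 rose. Sox21 was at least 3.16-fold lower and Nes at least 1.14-fold lower, Sox2 fell without a bound, and Nkx6-2 rose by 3.70 (adjusted p = 7.24e-07), but was not called on the median-centred scale itself (-0.06). Camera gave an adjusted p of 0.477 for this list and fry 0.00304. The progenitor median was -1.59, or -0.19 with the 4 genes that were undetected in HOMO at their bound. All 3 neural crest and glia genes rose, and Ets1, not detected on any WT array, rose without a fold bound, at an intensity before normalization of 10.8 in WT and 9.53 in HOMO (list adjusted p = 0.442 by camera, 5.08e-04 by fry), with a list median of 1.05 that turned to -0.77 under median centring.

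Markers of other cell types were measured in these EGFP-sorted cells, and the endothelial, erythroid and macrophage lists were called by neither camera nor fry. Of 6 endothelial markers, 2 rose and 4 did not pass. Eng rose by 1.66 (adjusted p = 4.87e-04), although it was called lower on the median-centred scale itself (-1.11), and Pecam1 rose as well (adjusted p = 0.0114), and camera gave 0.442 and fry 0.11. Pecam1 was detected on 1 of 4 HOMO arrays, and it was not called on the median-centred scale itself (-0.57) or in the authors' normalized values themselves (1.28). Of 5 erythroid genes, 2 rose over all probes and 1 when adjusted over the list alone. Hbb-b1, an adult globin, rose by 0.90 (adjusted p = 0.00449), turned to -0.25 with median centring and was not called in the authors' normalized values themselves (-0.29). The erythroid median of 0.90, at the 99th percentile of matched lists (0.121 after adjustment), turned to -0.69 with median centring, and the list gave 0.442 by camera and 0.151 by fry. The 4 macrophage and leukocyte genes were 1 higher (Lcp1, 1.64, detected on 1 of 4 HOMO arrays and not called on the median-centred scale itself, -0.35) and 2 lower (Dab2, detected on 2 of 4 HOMO arrays, fell by 2.86), with a median of 0.40, a mean of -0.10, and adjusted p values of 0.69 by camera and 0.0901 by fry. Both platelet genes (Thbs1 and Nfe2) and both hepatic genes (Trf and Apoa1) were called lower, without fold bounds. Their WT levels of 5.215 to 6.57 lay below the lowest detected level in HOMO (7.09), so a fall was not measured. Of 3 notochord genes, 2 fell and 1 rose, and Cd24a was at least 1.90-fold lower (0.656 by camera, 4.09e-04 by fry). The notochord median was -2.265, or 0.00 with the 2 genes that were undetected in HOMO at their bound. No skeletal muscle gene was kept. Xist, transcribed from the inactive X chromosome, was the 1 kept sex-linked gene and rose by 3.07 (SE 0.25, adjusted p = 8.15e-06), although it was called lower on the median-centred scale itself (-0.76).

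Genes of angiogenesis were 2 higher and 1 lower of 4. Nrp1, a receptor for semaphorins and VEGF, rose by 1.17 (adjusted p = 9.75e-05), turning to -1.93 with median centring, and Thbs1 fell without a bound (0.457 by camera, 0.402 by fry, with a median of 0.62 and fry downward). Among 13 cell cycle genes, 5 rose and 4 fell. Ccnb1, a mitotic cyclin, fell by 2.12 (adjusted p = 1.48e-04) and Bub1 rose by 1.70 (adjusted p = 1.45e-04). Bub1 was detected on 1 of 4 HOMO arrays, and it was not called on the median-centred scale itself (-0.07). The list's median was -0.09 against an upward camera result (0.477) and 0.0964 by fry. Among 9 apoptosis genes, 4 fell and 2 rose. Apaf1 was at least 1.29-fold lower, and Tnfrsf10b rose by 3.34 but was not called on the median-centred scale itself (-0.12). Camera gave 0.689 for the list and fry 2.95e-08. The apoptosis median was -1.16, or 0.00 with the 5 genes that were undetected in HOMO at their bound. Of 5 stress genes, 4 fell, and Hsp90aa1, a chaperone gene, was at least 12.97-fold and Klf4 at least 1.44-fold lower (0.442 by camera, 3.64e-05 by fry). The stress median was -1.64, or -0.16 with the 4 genes that were undetected in HOMO at their bound.

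Of 9 hypoxia and glycolysis genes, 3 rose and 4 fell. Pgk1 fell by 1.16 (adjusted p = 6.15e-05), Egln1 was at least 1.77-fold lower, and Pfkl rose by 1.47 (adjusted p = 2.49e-05), turning to -1.58 with median centring and not called in the authors' normalized values themselves (-0.53). The list's camera direction was upward (0.689) and its median 0.00, against a mean of -0.63 and fry downward (3.96e-04). Of 6 Wnt genes, 3 rose and 1 fell, or 2 fell when adjusted over the list alone. Lef1, a mediator of Wnt signalling that was not detected on any WT array, rose without a fold bound, at an intensity before normalization of 13.8 in WT and 12.35 in HOMO. Sfrp1, a Wnt antagonist, rose by 0.77 (0.442 by camera, 0.00287 by fry). Relative to the median shift of all probes, Sfrp1 turned to -2.34 with median centring and -0.22 in the authors' normalized values. In the authors' normalized values themselves Sfrp1 was called lower (-1.49). The 4 hedgehog genes were 2 higher and 1 lower (0.457 by camera, 8.14e-04 by fry). Of 6 anterior Hox genes, 3 fell and 1 rose, among them Hoxd4, at least 3.30-fold lower, and Hoxc8, which rose by 3.45 and was not called on the median-centred scale itself (-0.09). Camera gave 0.656 for these Hox genes and fry 1.64e-04. The anterior Hox median was -1.47, or -0.06 with the 4 genes that were undetected in HOMO at their bound. Of 2 posterior Hox genes, Hoxd13 fell without a bound. Of 34 ribosomal protein genes, 9 fell and 8 rose, with 8 and 7 adjusted over the list alone, and Rps6 was at least 10.3-fold lower (0.656 by camera with an upward direction, 6.10e-04 by fry downward).

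Lists taken from the study's text are not independent evidence of their direction if the study chose them on these arrays, which is open because the labels and the methods name different versions of the array. Of 6 genes named as repressed, 2 rose (Nrp1 and Col1a1) and 1 fell (Adamts2), while Adamts4 (-0.88, detected on 1 of 4 HOMO arrays), Emcn (0.96) and Vegfc (0.08) did not pass. Col1a1 rose by 1.36 (adjusted p = 0.0261), and leaving out any of 5 arrays (WT replicates 1 and 2 and HOMO replicates 1, 2 and 4) ended its call at differences of 1.15 to 1.30. Col1a1 turned to -1.53 with median centring, and it was not called in the authors' normalized values themselves (-0.72). Emcn passed without WT replicate 1 (1.26) and without HOMO replicate 3 (1.34), and Adamts4 without HOMO replicate 1 (-1.10), while its difference was -0.43 without HOMO replicate 2. All 3 neural genes named as activated fell, with Dcx at a difference of -3.97, Dbx1 at -1.59, each detected on 1 of 4 HOMO arrays, and Gata3 at least 1.28-fold lower (0.442 by camera, 1.60e-04 by fry). Both chondrogenic genes named as activated and kept, Sox5 and Wwp2, fell. The repressed list had a median of 0.52, at the 99th percentile of matched lists (0.121 after adjustment), which turned to -1.28 with median centring, and gave 0.462 by camera and 0.936 by fry.

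**Figure D3:**
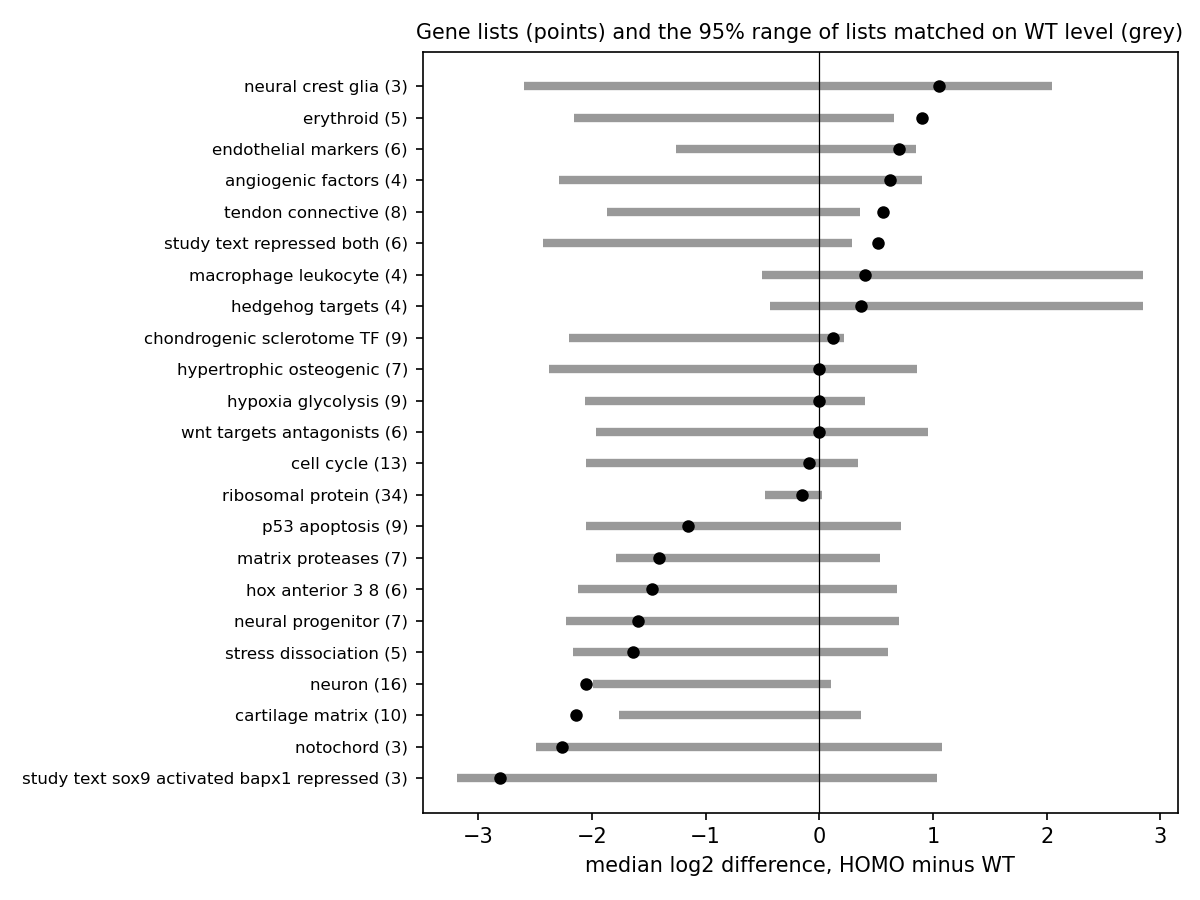
Median log2 difference (HOMO minus WT) of the 23 tested gene lists as points, with the number of genes in brackets, and the 95% range of random lists matched on WT level in grey. The cartilage matrix list at -2.14 and the neuron list at -2.06 lie below their ranges, and the tendon list at 0.56, the erythroid list at 0.90 and the list of genes the study names as repressed at 0.52 lie above theirs, all 3 of which turned with median centring.

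Over all probes, 15398 of 21002 were called, 10185 lower and 5213 higher in HOMO. With a fold change of at least 1.5, 14327 were called, of which 4933 (34.4%) were higher and 9394 lower. The rule for named genes took, by fitted difference, Cbx3, a heterochromatin protein gene (at least 13.7-fold lower), Chp1 (at least 9.93-fold), Tubb2b, a neuronal tubulin (at least 8.08-fold), Rnd3 (at least 8.05-fold), Hmgb1, Usp1 (at least 7.73-fold), Tra2b (at least 8.37-fold) and Mdh2 (at least 7.63-fold). Hmgb1 was detected on 1 of 4 HOMO arrays, at a fitted difference of -5.68 and of -6.41 without that array, HOMO replicate 2. Levels of undetected probes have no order, so which of these genes fell furthest was not measured. As rises it took Pde6a, a photoreceptor phosphodiesterase (4.77), Olfr160, an olfactory receptor (4.74), Jade3 (4.50), Opcml (4.49, not called on the median-centred scale itself at 0.28), Gpr165 (4.38), Cel (4.33), Gimap5 (4.32) and Slco1a5 (4.31). Pde6a, Gpr165 and Slco1a5 were detected on 2 of 4 WT arrays and Cel and Opcml on 3 of 4. The WT levels of these 8 genes lay at 4.68 to 5.19, near the lowest level of a detected probe (4.76), so their order was not measured. All 8 were detected on every HOMO array, where the lowest such level was 7.09, so their rise follows by construction. Unnormalized, Jade3 had an intensity of 27.6 in HOMO and 37.0 in WT, Opcml 26.9 and 39.1, and Gimap5 20.55 and 21.8. The others were higher in HOMO, with Pde6a at 25.2 in HOMO and 18.2 in WT, and Olfr160 at 25.52 and 21.52. Gpr165 lay at 20.18 and 15.8, Cel at 20.12 and 19.1, and Slco1a5 at 19.02 and 13.35. Of the lower calls, 7335 (78.1%) were not detected on any HOMO array, and 1357 of the lower calls had a bound of at least 1.5-fold. Another 4929 of the lower calls had no fold bound, so no fall was measured for them. Groups did not overlap for 14661 probes (69.8%, where chance gives 2.86%). The higher share was 0.4% with median centring, 18% in the authors' normalized values and 81.3% among probes detected on all 8 arrays, an alternative chosen after seeing the data. The direction of the calls thus depended on the scaling and on the filter.

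The reporter used for the sort and other transcripts with plain probe names were read as unnormalized intensities. The EGFP probe gave 108.4 ± 11 (SD, n = 4) and was detected on 4 of 4 WT arrays, and gave -3.23 ± 1.605 (SD, n = 4) and was detected on 0 of 4 HOMO arrays, with no fold bound. The neomycin resistance probe was detected on all 8 arrays and was 69.2-fold lower in HOMO in intensity, with a normalized difference of -0.69 (adjusted p = 0.126). The 8 mitochondrial probes detected on all 8 arrays were 17.6- to 143-fold lower in intensity, with a median of 28.5-fold. Their normalized differences ran from -1.91 (COXI) to 0.35 (ATP6, called higher, adjusted p = 0.0304, limma). These values leave out ND2 and ND5, detected on 2 HOMO arrays each and 602.7- and 304.3-fold lower in intensity. They also leave out ND3 and ND4L, not detected on any HOMO array and at least 1.44- and 24.4-fold lower in normalized level. ND6, not detected on any WT array, is left out too. Of 3 probes of 18S ribosomal RNA, those detected on all 8 arrays were 253.5- and 141.5-fold lower in intensity.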

Values the study reported

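For Sox9-expressing cells of the E12.5 vertebral column, the study reported 3593 genes that differed between null and wild-type embryos at a fold change of 1.5 and p ≤ 0.05. Of these, 1514 (42.2%) had lower and 2073 (57.7%) had higher expression in the null cells.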

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

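In 22 of 202 groups of 4 arrays tested, 1 array lay far from the other 3: its gap to the nearest of them, divided by the range of the group, exceeded Dixon's 95% critical value. Chance alone would give about 10.1 such groups. Levels below are normalized log2 values.

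WT replicate 2 stood apart for Rnd3 (10.63 against 9.84 to 9.98, ratio 0.833), Prrx1 (7.22 against 7.77 to 7.81, ratio 0.94), Mef2c (7.66 against 8.09 to 8.13, ratio 0.922), Nrp2 (5.15 against 4.89 to 4.93, ratio 0.867) and Hoxd8 (7.51 against 7.09 to 7.16, ratio 0.834). HOMO replicate 2 stood apart for Hmgb1 (7.39 against 4.72 to 5.15, ratio 0.839), Col9a1 (4.57 against 7.93 to 8.54, ratio 0.848) and Sox5 (8.15 against 8.97 to 9.09, ratio 0.873). HOMO replicate 3 stood apart for Col1a1 (9.10 against 10.92 to 11.27, ratio 0.84), Hba-x (8.07 against 10.69 to 11.17, ratio 0.844), Hba-a1 (8.94 against 12.41 to 12.78, ratio 0.903) and Col5a1 (11.68 against 12.20 to 12.26, ratio 0.902). WT replicate 1 stood apart for Adam12 (6.29 against 5.93 to 5.96, ratio 0.912), Emcn (8.03 against 6.42 to 6.68, ratio 0.838), Hba-a1 (10.41 against 9.42 to 9.50, ratio 0.923), Krt8 (7.53 against 6.65 to 6.71, ratio 0.923) and Xist (6.44 against 5.45 to 5.52, ratio 0.93). HOMO replicate 1 stood apart for Nrp2 (6.16 against 7.52 to 7.72, ratio 0.872), Tfap2b (9.05 against 9.59 to 9.66, ratio 0.895) and Hoxd13 (5.61 against 4.63 to 4.72, ratio 0.908). Hoxd13 was not detected on any HOMO array, so its levels there were not measured. HOMO replicate 4 stood apart for Nefm (4.96 against 4.36 to 4.44, ratio 0.864) and Apoa1 (6.09 against 4.42 to 4.50, ratio 0.95). Neither Nefm nor Apoa1 was detected on any HOMO array, so these are differences among levels that were not measured.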

How the results depend on the processing

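The alternatives restricted to probes detected on all 8 arrays, the scaling over kept probes, the fit without the 2 dimmest HOMO arrays and the bounds in place of fitted differences were chosen after seeing the data. Scalings shifted the median log2 difference of the probes shared with the reported fit by -1.70 (median centring), -1.27 (the authors' normalized values, in both tables) and -0.32 (probes detected on all 8 arrays, centred), and gene and list values are given relative to these shifts, with calls from each alternative's own test. The scale normalization planned from the methods gave no value, because the median absolute deviation over all probes was 0 on 3 HOMO arrays. Sox9 had no named probe and BeadChip membership is not given in the files used here, so neither has a value in any setting. The list tests do not use the methods' analysis of variance. The signal of the HOMO arrays over background limits every fold of a probe that was not detected there.

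The number of called probes stayed within 1.5 times 15398 under all alternatives except the restriction to probes detected on all 8 arrays, where fewer probes were tested, with 3683 called, or 3878 when centred. At a fold of at least 1.5 the same settings gave 3207 and 3360, and bounds in place of fitted differences gave 8127. The share of these calls that was higher was 0.4% with median centring, 18% in the authors' values from both tables, 45.5% with no filter, 26.3% with the stricter detection filter, 56.1% with the methods' filter, 81.3% for probes detected on all 8 arrays, 64.8% for these when centred, 35.5% with scaling over the kept probes, 33.6% without the 2 dimmest HOMO arrays and 58% with bounds. The cause of these differences was not tested beyond the change of tested probes. Leaving out 1 array at a time gave 13989 to 15400 called probes, 13129 to 14552 with the fold, and a share of 32.7% to 34.7%. A replicate block gave 14806 called probes and a higher share of 34.4%. No pairing by replicate number was seen. The deviations of same-numbered arrays correlated at -0.033 to 0.028, across probes that are not independent, and 0 of 4 WT arrays matched their own number best. A pairing is not excluded, because 49.7% of the kept probes were undetected on every HOMO array.

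The cartilage matrix list kept its direction under all 23 alternatives run with a list test, with medians of -2.92 to -1.41. Camera gave it adjusted p values of 0.365 to 0.736 in these, and called 0 gene lists in each. Bounds in place of fitted differences were not among these, and gave a median of -0.85. Of 2099 values of single genes under alternatives, 1931 kept direction and side of the threshold, 93 no longer passed, 26 newly passed and 49 turned, with directions relative to the shift and thresholds from each alternative's own test. Of these, 329 come from scalings that shifted the median. Among them 12 that kept their direction relative to the shift were called the other way in the scaling's own values (Sox6, Adam12, Eng and Xist with median centring, and Mef2c, Nrp1, Tfap2b and Scx in the authors' values, in both tables). When the difference from the shift was tested, a test chosen after these values had been seen, 22 of the 30 lost calls passed, 7 of the 9 new calls did not, and 11 kept calls did not. Of 467 values of single lists, 40 turned. The cause of these changes was not tested.

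In its own test median centring ended the calls of Opcml, Pecam1, Nrp2, Lcp1, Nkx6-2, Bub1, Tnfrsf10b and Hoxc8, and all 8 passed relative to its shift. The authors' normalized values, in both tables, ended those of Pax1, Col1a1, Pecam1, Hbb-b1, Hba-x, Tfap2a, Krt18 and Pfkl, of which Col1a1, Hba-x and Tfap2a did not pass relative to the shift either, and scaling over the kept probes those of Hspg2, Mef2c, Col1a1, Nrp1, Hba-x, Tfap2a, Tfap2b, Scx and Nfe2. Calls also ended with no filter (Col1a1, Hba-x, Tfap2a, Krt18), with the methods' filter (Hba-x, Ccnd1), with the methods' analysis of variance (Hspg2, Col1a1, Hba-x, Tfap2a, Krt18), with array weights (Ccnd1), with a replicate block (Col1a1, Col5a1, Col6a1, Ccnd1), for probes detected on all 8 arrays when centred (Hspg2, Tfap2b, Col5a1, Col6a1, Sfrp1, Ccnd1) and without the 2 dimmest HOMO arrays (Tfap2b, Apoa1). Single left-out arrays ended the calls of Krt18 (WT replicates 2 to 4, 0.82 to 0.94), Col6a1 (WT replicates 1 and 2 and HOMO replicates 1, 2 and 4, 0.53 to 0.71) and Ccnd1 (WT replicates 1, 2 and 4 and HOMO replicates 1, 3 and 4, 0.22 to 0.39), and those of Hspg2, Col1a1, Hba-x, Tfap2a and Tfap2b given with these genes. Newly called, also relative to the shift where there was one, were Adamts4 (median centring and array weights), Emcn and Egfl7 (replicate block), Col11a1 (scaling over the kept probes), Emcn (without the 2 dimmest HOMO arrays) and Hba-a1 (no normexp, variance trend, array weights, replicate block, probes detected on all 8 arrays with and without centring, and without the 2 dimmest HOMO arrays). Single left-out arrays newly called Emcn, Adamts4, Egfl7, Hba-a1 and Fgfr3.

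With median centring the direction turned for the chondrogenic and sclerotome list (-1.63), the angiogenic list (-1.13), the erythroid list (-0.69), the neural crest list (-0.77), the tendon list (-2.52), the study text repressed list (-1.28), Hspg2 (-2.03), Fgfr3 (-0.90), Pax1 (-1.26), Mef2c (-1.48), Alpl (0.41), Col1a1 (-1.53), Adamts1 (0.09), Emcn (-0.65), Nrp1 (-1.93), Vegfc (-1.42), Hbb-b1 (-0.25), Hba-x (-0.88), Hba-a1 (-0.69), Tfap2a (-0.77), Tfap2b (-1.73), Krt18 (-0.40), Scx (-1.67), Col5a1 (-2.48), Col6a1 (-2.40), Pfkl (-1.58), Sfrp1 (-2.34), Ccnd1 (-2.73), Ptch1 (1.29), Nfe2 (0.85) and Trf (0.51). The authors' normalized values, in both tables, turned the chondrogenic and sclerotome list (-0.81), the tendon list (-0.29), Hspg2 (-0.04), Vegfc (-0.16), Col5a1 (-0.16), Col6a1 (-0.22), Sfrp1 (-0.22), Ccnd1 (-0.41) and Ptch1 (0.43). Scaling over the kept probes turned the chondrogenic and sclerotome list (-0.73), the tendon list (-0.18), Vegfc (-0.15), Col5a1 (-0.03), Col6a1 (-0.11), Sfrp1 (-0.13), Ccnd1 (-0.28) and Ptch1 (0.34). The hypertrophic list turned without normexp (0.03), with the methods' filter (0.54) and with array weights (0.25). The methods' filter also turned the hypoxia list (0.12) and the anterior Hox list (0.01), and array weights the Wnt list (0.03). Probes detected on all 8 arrays gave 0.24 for the cell cycle list and 0.41 for the hypoxia list, and when centred 0.07, 0.29 and, for the ribosomal protein list, 0.76. Without the 2 dimmest HOMO arrays the cell cycle list (0.14), the hypoxia list (0.08), the Wnt list (0.38), Fgfr3 (-0.08) and Col11a1 (-0.01) turned. The mean of a gene's probes turned the chondrogenic and sclerotome list (-0.05). Leaving out 1 array at a time, the ranges that crossed 0 were Vegfc 0.00 to 0.22, the hedgehog list -0.36 to 0.50, the chondrogenic and sclerotome list -0.01 to 0.30, the hypertrophic list -0.73 to 0.05, the hypoxia list -0.12 to 0.07, the Wnt list -0.19 to 0.27, the cell cycle list -0.20 to 0.07 and Col11a1 -0.01 to 0.81.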

Other observations

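The tests on scaled-down WT arrays, on probes of the same gene, on median centring, on olfactory receptors and on lists matched on WT level were chosen after the results had been seen. The splits of the arrays were planned before the data were examined, but the threshold for the probe counts was written down only after those counts had been seen. The thresholds for the splits of the fry count and for genes of organ-specific families were written down before their results.

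Other members of the lists gave a mixed picture. Nrp2, a neuropilin like Nrp1, rose by 2.27 (adjusted p = 3.11e-04, limma), but was not called on the median-centred scale itself (-0.20). Tfap2a and Tfap2b, transcription factors of the neural crest, rose by 1.05 each, and both turned with median centring (-0.77 and -1.73). Leaving out WT replicate 3 (0.84 for both), WT replicate 4 (0.85 and 0.81), HOMO replicate 1 for Tfap2a (0.91) or HOMO replicate 2 for Tfap2b (1.02) ended these calls. Among the erythroid genes, Hba-x rose by 1.80 (adjusted p = 0.0407), a call that ended without any of WT replicates 2 to 4 and HOMO replicates 1, 2 and 4, at differences of 1.56 to 1.76. Hba-x turned to -0.88 with median centring and was not called in the authors' normalized values themselves (-0.16). Without HOMO replicate 3, which stood apart, Hba-x rose by 2.53 (adjusted p = 1.50e-04). Hba-a1 differed by 2.03 (adjusted p = 0.0538) and passed without HOMO replicate 3 (2.94, adjusted p = 3.44e-05). Egfl7, an endothelial gene, was not detected on any HOMO array, so its fitted differences are not measured folds. It did not pass (-0.79, adjusted p = 0.141, limma), and it passed without HOMO replicate 1 (-1.21).

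The counts of called probes, of calls with a fold of at least 1.5 and of lists called by fry were compared over splits of the arrays. Each was reached by 1 of the 35 splits of the 8 arrays into equal groups, the real one. Chance division of the arrays can be excluded for these counts. Every other split mixes bright WT and dim HOMO arrays, so the splits cannot tell genotype from signal. The real split called 15398 probes, 14327 with the fold and 16 lists by fry, and the highest of the other splits called 0, 0 and 2. Camera called 0 lists in the real split, with 1 list at an unadjusted p of at most 0.05 and the smallest adjusted p at 0.442, and up to 4 lists in another split. The 16 fry calls, 12 lower and 4 higher, say that a list's genes shifted on average and do not compare the list with other genes. They include lists with members called both ways, such as the ribosomal protein list (8 higher, 9 lower). Fry also used the fitted levels of genes undetected in HOMO, which were not measured. No list lay outside its matched lists after adjustment.

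Lower calls in HOMO may reflect the low signal of these arrays. When WT intensities were scaled down to the HOMO means with the HOMO background spread, 12.2% of the lower calls were called lower again, and such simulated values exclude nothing. If transcripts had changed, different probes of a gene should move together, and their differences correlated at 0.324 (95% confidence interval 0.089 to 0.525, across 66 genes, which are not independent) where both were detected on all 8 arrays and at 0.103 over all 645 genes with several probes, of which 128 had probes called in both directions. Genotype and signal cannot be told apart for the lower calls, because all HOMO arrays were dim. Nor can genotype be told from the chimaeric origin of the HOMO cells.

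Higher calls in HOMO may come from quantile normalization of dim arrays or from non-specific signal. With median centring 73 of them (1.48%) were still called higher, but centring moved the median difference by -1.70, past the fold limit, so this share does not tell the normalization from a change in the cells. Genes of families expressed in other organs (taste and vomeronasal receptors, defensins and the like) were called higher for 14 of 24 genes (58.3%, against 20.7% of other genes). Their median difference lay at the 90.6th percentile of lists matched on WT level, short of the level set beforehand for that explanation. After that value was seen, 10 genes that only share a prefix with a family were left out. Of the remaining genes, 13 of 14 (92.9%) were called higher, with their median at the 58.6th percentile. The 95% range of these matched lists was 1.83 to 2.95, so genes of equal WT level rose as well. Olfactory receptors, a family picked after its counts had been seen and counted without the 4 members seen first, were called higher for 15 of 21 genes (71.4%, against 20.8% of other genes), yet their median lay at the 89th percentile of matched lists. The lowest level of a detected probe was 4.76 on the WT and 7.09 on the HOMO arrays. A probe below 7.09 in WT that was detected on every HOMO array thus comes out higher by construction. Sox6, Adam12, Eng, Hoxc8 and Nkx6-2 are among these probes, and such a rise is no evidence of a change in the cells. For the other higher calls, neither explanation can be told from a change in the HOMO cells.

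The cartilage matrix genes could likewise be lower because of the low overall signal of the HOMO arrays. Their median lay at the 0.5th percentile of lists matched on WT level, and at the 1st with undetected probes at their bound, which argues against low signal acting alike on genes of equal level. The matched p did not pass after adjustment over the 23 lists (0.108), and 5 of the 10 genes were not detected in HOMO. Loss of Sox9, the chimaeric origin of the HOMO cells and low signal therefore cannot be told apart for this list.

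Whether these arrays are the ones behind the values quoted from the study is open, since the labels and the methods name different versions of the array and the fold changes the study lists gene by gene were not recovered from these values. The study counted genes, and 4894 genes could be named here, which are part of those on the array. Of these, 3260 were called with a fold change of at least 1.5 at an adjusted p of at most 0.05, 2226 lower and 1034 higher in HOMO. The count of higher genes was 1034. That is lower than the count quoted from the study above. The count of lower genes was 2226. That is higher than the count quoted from the study above. The share of these genes that was higher in HOMO was 31.7%. That is lower than the share quoted from the study above. The share that was lower in HOMO was 68.3%. That is higher than the share quoted from the study above. By probe, a unit the study's counts do not use, 14327 were called and 13554 with the methods' analysis of variance. With the methods' filter, above the 20th percentile on every array, 7107 of 12664 called probes (56.1%) were higher and 5557 lower, so which direction held the larger share depended on the filter.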
